A study of Mus musculus with 18 samples. Its data were reported in "Uridine phosphorylase-1 supports metastasis by altering immune and extracellular matrix landscapes" (2025).

How the data were processed

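Total RNA was sequenced from mouse embryonic fibroblasts (MEFs), connective-tissue cells grown out of mouse embryos, after 24 h in medium with vehicle (0 µM), 10 µM or 30 µM uracil. Each dose had 6 libraries, numbered 1 to 6 in the labels, and the 18 libraries were grouped by the dose and number in their titles. The libraries were stranded, with ribosomal RNA depleted, and were read as paired ends.

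The authors deposited a table of raw counts, that is, whole numbers of read pairs per Ensembl gene and library, with no normalisation. The 5 closing entries of the table carry the names that HTSeq gives to uncounted reads, which points to that tool or one with the same output. The aligner, the genome build, the annotation release and the strand setting of the counting are not stated, and counts of genes that overlap others are therefore uncertain. The table holds 6 libraries for every dose, so samples that the study left out are in it, and the labels do not say which they are. All 18 count columns matched a sample by name, and 0 columns matched none.

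The closing entries were kept out of library sizes and tests. They hold pairs outside any gene (6.85% to 15.6% of all pairs per library), pairs that fit several genes (0.504% to 1.64%), pairs under the alignment quality limit (4.79% to 13.1%), unaligned pairs (1.72% to 54.2%) and pairs aligned to several places (5.59% to 20.2%). Pairs that fit several places are lost in this way, so genes with near-identical copies are undercounted. Total RNA libraries also hold unspliced transcripts, and a non-coding gene inside a larger gene can receive its reads.

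Gene names and positions came from GENCODE M39 on GRCm39, which named 51731 of the 55487 gene identifiers. Positions are given on that build, 1-based, and may differ from the build behind the counts.

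Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr on the dose groups, library sizes were scaled by TMM, and quasi-likelihood models with robust dispersion were fitted to all 18 libraries with dose as the only term. The dose contrasts, an F test of any difference among the 3 doses and a slope on dose were tested, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. All tests were two-sided except the F tests, which have no direction. Standard errors are the log2 fold change divided by the root of its F statistic. CPM values (counts scaled to a common library size) are TMM-scaled. The mean CPM of single genes was compared by exact permutation of 6 against 6 libraries (924 permutations, smallest possible p 0.00216), and across the 3 doses by 100000 permutations of the one-way F statistic. A test of replicate number used an additive model with dose.

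Processes that the study discusses were written as gene lists from general knowledge: extracellular matrix, integrins and adhesion, endosomal recycling, pyrimidine metabolism, and cell cycle as a general check. They were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation between genes of 0.01, and adjusted over the 15 pairs of list and contrast. No list shared a gene with another (0 shared genes in every pair).

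The groups, tests, gene lists, the other settings listed next and the rule for naming genes were fixed before the data were examined. By that rule Fn1, Itga5, Itgb1, Upp1 and Tfrc are always named. In each dose contrast the 5 higher and 5 lower genes with the largest change past the threshold would be named if their mean was at least 1 CPM. Where none passed, the 3 genes with the smallest p are named, and for the replicate number the 5 with the smallest p.

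These settings were DESeq2 1.42.0, other size factors, library totals alone, no filter on low counts, at least 10 counts in every library, limma voom with quality weights, no 10 most abundant genes, only the groups compared, and the replicate number as a block. Others left out each library, each of the 36 pairs of 1 control and 1 30 µM library, or the control and the 30 µM library least correlated with all others. For the lists, fry and an estimated correlation were used as well. Checks of GC content and length removed a spline with 5 degrees of freedom from each library. Of 3 further settings, all chosen after seeing the data, 1 left out the 3 libraries with the most unaligned reads, and the others joined the block to the removal of 2 or 3 libraries.

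The scripts were tested on simulated data. Counts were drawn for the real genes from the means and library sizes of the data, with 200 genes changed. Of these, 58.0% were recovered at a 1.5-fold change (13774 genes tested), 84.5% at 2-fold (13777 genes) and 94.0% at 3-fold (13783 genes). When binomial thinning of the real counts was used to lower genes in 1 group, 11.5% of the changed genes were recovered at a log2 change of 0.32 (13865 genes), 51.8% were recovered at 1.5-fold (13864 genes), 79.4% at 2-fold (13864 genes) and 92.9% at 3-fold (13862 genes). The test of replicate number recovered 187 of 200 genes changed 3-fold (13785 genes).

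Counts assigned to genes ranged from 3.96 to 20.8 M per library. At these depths 3 counts, used here as the floor, equal 0.144 to 0.757 CPM. Shares of reads carry 95% Wilson intervals. Read pairs without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. Library pairs within a group were compared by a chi-square test of their counts. The statistic per degree of freedom was 4.07 to 139 over 45 pairs, so no library was a copy of another in its group within sampling noise.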

Results

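RNA was measured in MEFs that received 0, 10 or 30 µM uracil for 24 h, with 6 libraries per dose. Uracil is the base that uridine phosphorylase-1, encoded by Upp1, releases from uridine. Counts assigned to genes averaged 13.4 ± 5.88 M in control libraries, 15.6 ± 2.24 M at 10 µM and 13.6 ± 3.38 M at 30 µM (SD, n = 6 each).

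The libraries were not of equal quality. Control replicate 1 had 3.96 M gene counts and 30 µM replicate 6 had 7.39 M, while the other 16 had 11.6 to 20.8 M. In control replicate 1, 54.2% of read pairs were unaligned (Wilson 95% interval 54.19% to 54.24%), and in 30 µM replicate 6 the share was 37.9% (37.84% to 37.88%). The share in 10 µM replicate 6 was 5.24% (5.24% to 5.25%), and in the other 15 libraries it was 1.72% to 3.59%. The mean Pearson correlation of log2 CPM with all other libraries, taken across genes, was 0.953 in control replicate 1, 0.958 in 30 µM replicate 6 and 0.978 in 10 µM replicate 6. In the other 15 libraries it was 0.981 to 0.987. The labels do not say which libraries the study removed, so every library stayed in the comparisons, and the effect of leaving some out is given with the results.

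**Figure D1:**
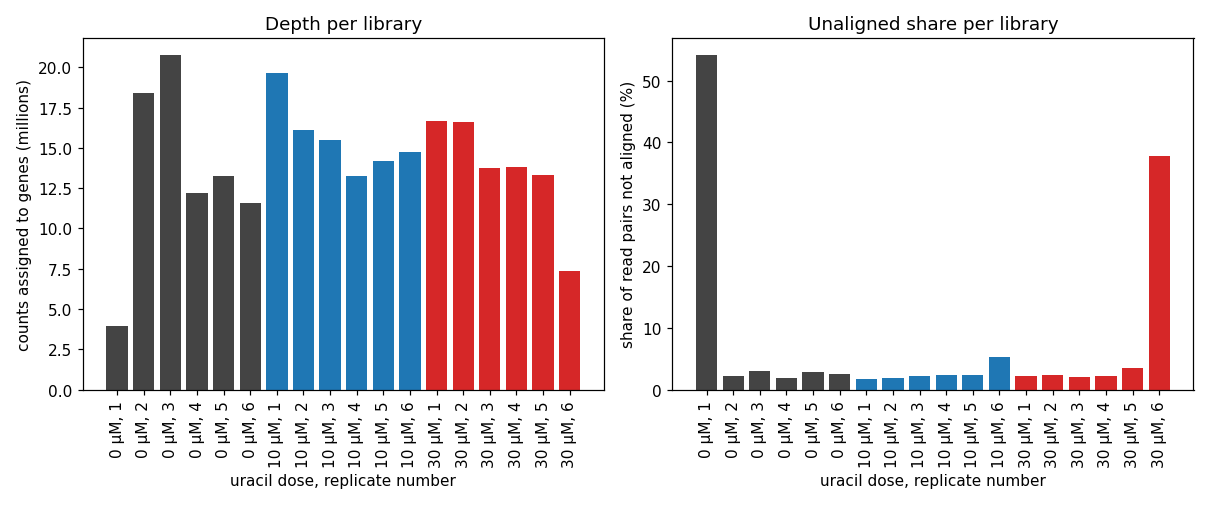
Counts assigned to genes in M (left) and the share of read pairs not aligned in percent (right), 1 bar per library, coloured by uracil dose. Control replicate 1 (54.2%) and 30 µM replicate 6 (37.9%) stand above the other 16 libraries, which lie at or below 5.24%.

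The study asked whether more fibronectin in the matrix at 30 µM came with a change in the transcripts of fibronectin or of its integrin receptor. Fn1 (ENSMUSG00000026193, chromosome 1, 71624673 to 71692419, minus strand, overlapped on the other strand by the non-coding gene Apol7d) had 8700 ± 3146 CPM in control, 7772 ± 2548 CPM at 10 µM and 8452 ± 3561 CPM at 30 µM (SD, n = 6 each). Itga5 (ENSMUSG00000000555, chromosome 15, 103252713 to 103275270, minus strand, with the microRNA gene Mir6963 inside it) had 231.8 ± 132.2 CPM, 183.4 ± 41.8 CPM and 230.3 ± 134.4 CPM in the same order. Itgb1 (ENSMUSG00000025809, chromosome 8, 129411876 to 129460618, plus strand) had 1258 ± 113 CPM, 1251 ± 91.0 CPM and 1226 ± 127 CPM. Differences between means were smaller than the SD of both groups compared, except that the Itga5 mean at 10 µM lay below the control and 30 µM means by more than its own SD and less than theirs. Without control replicate 1, 10 µM replicate 6 and 30 µM replicate 6, a removal chosen after seeing the data, Fn1 had 7487 ± 1149 CPM, 6746 ± 475 CPM and 7006 ± 392 CPM in the order of dose (SD, n = 5 each). Itga5 then had 179.8 ± 39.04 CPM, 168.9 ± 24.9 CPM and 176.3 ± 26.6 CPM, and Itgb1 1237 ± 112 CPM, 1252 ± 102 CPM and 1257 ± 114 CPM. Permutation of the one-way F statistic across the 3 doses gave p of 0.789 for Fn1, 0.763 for Itga5 and 0.865 for Itgb1 (adjusted 0.865 for each over these 3 tests).

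**Figure D2:**
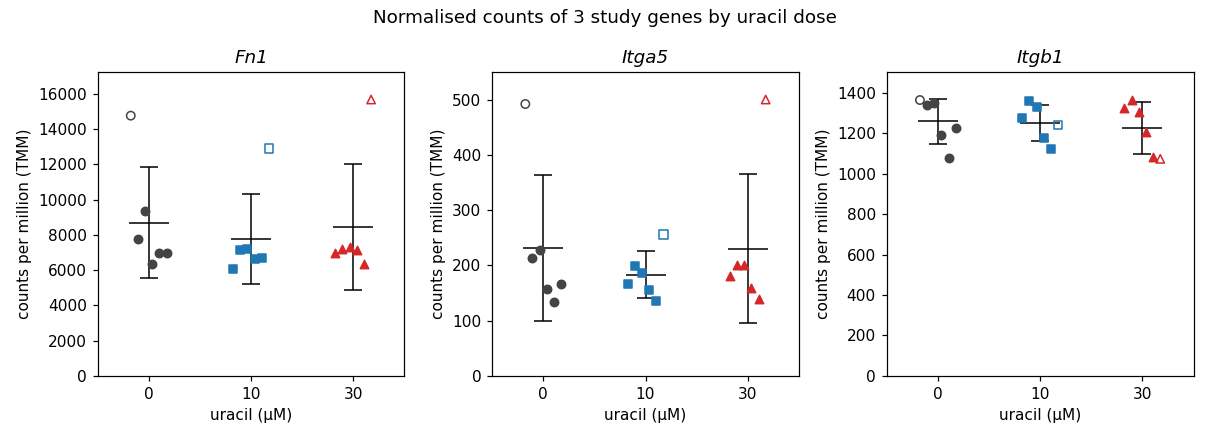
TMM-scaled CPM (vertical axes, starting at 0) of Fn1, Itga5 and Itgb1 by uracil dose in µM, 1 point per library, with black bars for the mean and SD of 6 libraries. Open symbols mark control replicate 1, 10 µM replicate 6 and 30 µM replicate 6, which have the highest Fn1 values of their groups (14770, 12900 and 15690 CPM).

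Against control, the log2 fold change of Fn1 was −0.16 ± 0.25 (SE, 95% interval −0.70 to 0.37) at 10 µM and −0.042 ± 0.25 (−0.57 to 0.49) at 30 µM. For Itga5 it was −0.33 ± 0.33 (−1.03 to 0.37) and −0.0047 ± 0.33 (−0.71 to 0.70). For Itgb1 it was −0.0086 ± 0.079 (−0.17 to 0.16) and −0.037 ± 0.079 (−0.20 to 0.13). The library with uracil was higher than the control of the same number in 2 of 6 numbers for Fn1 at either dose, in 2 of 6 and 3 of 6 for Itga5, and in 3 of 6 for Itgb1 at either dose. By edgeR's quasi-likelihood test, 0 of the 3 genes passed at either dose when adjusted over the list alone (adjusted p 0.794 to 0.989) or over all genes tested (0.989 to 1.00), and 0 had an unadjusted p under 0.05. Exact permutation tests of the mean CPM gave p of 0.511 to 0.965 in these 6 two-sided tests (all adjusted to 0.965). Leaving out single libraries changed several signs, and at 30 µM control replicate 1 and 30 µM replicate 6 moved Fn1 and Itga5 most. At 10 µM, Fn1 was 0.051 and Itga5 0.024 without control replicate 1, while without 10 µM replicate 6 Fn1 was −0.36. At 30 µM, Fn1 became positive without control replicate 1 (0.17) or without 30 µM replicate 1 (0.0080), 2 (0.014), 4 (0.014) or 5 (0.029), and was −0.31 without 30 µM replicate 6. Itga5 at 30 µM became positive without control replicate 1 (0.35), 30 µM replicate 1 (0.058), 2 (0.048), 3 (0.033), 4 (0.096) or 5 (0.11), or 10 µM replicate 5 (0.0097) or 6 (0.010), and was −0.38 without 30 µM replicate 6. Itgb1 at 10 µM became positive without control replicate 1 (0.013), 2 (0.011) or 3 (0.012), or 10 µM replicate 4 (0.010) or 5 (0.025).

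Upp1 (ENSMUSG00000020407, chromosome 11, 9067953 to 9086370, plus strand) was near the floor of detection, with 2 to 20 counts per library. It had 0.598 ± 0.230 CPM in control, 0.606 ± 0.317 CPM at 10 µM and 0.636 ± 0.290 CPM at 30 µM (SD, n = 6 each), and a difference was not detectable at this depth (two-sided exact permutation p 0.946 and 0.812 against control). Its log2 fold change was −0.014 ± 0.36 at 10 µM and 0.12 ± 0.37 at 30 µM, and the sign turned without single libraries: at 10 µM it was 0.25 without control replicate 3, 0.053 without control replicate 6, and 0.070, 0.011, 0.11 and 0.10 without 10 µM replicates 1, 2, 4 and 5. At 30 µM it was −0.044 without control replicate 2, −0.043 without 30 µM replicate 3 and 0.38 without control replicate 3. Tfrc (ENSMUSG00000022797, chromosome 16, 32427556 to 32451612, plus strand), which encodes the transferrin receptor, had 127.2 ± 19.9 CPM, 118.8 ± 5.92 CPM and 108.1 ± 20.2 CPM. The log2 fold change was −0.093 ± 0.12 at 10 µM and −0.23 ± 0.12 at 30 µM, and the exact permutation p was 0.470 and 0.115 (two-sided). Without 30 µM replicate 6 the change at 30 µM was −0.13, and without control replicate 1 the change at 10 µM was −0.0069. Without both of these libraries the change at 30 µM was −0.044, with means of 119.1 CPM in control and 115.9 CPM at 30 µM.

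The transcriptome was then compared between doses. Of 13865 genes tested with edgeR, 0 had an adjusted p under 0.05 at 10 µM against control, where 96 genes (0.692%) had an unadjusted p under 0.05 (52 higher, 44 lower). At 30 µM against control 0 passed, with 595 genes (4.29%) at an unadjusted p under 0.05 (275 higher, 320 lower). At 30 µM against 10 µM 0 passed, with 323 genes (2.33%) at an unadjusted p under 0.05. The F test among the 3 doses gave 0 genes and the slope on dose gave 0, with 212 genes (1.53%) and 757 genes (5.46%) at an unadjusted p under 0.05. The smallest adjusted p was 0.809, in the slope on dose. No alternative brought a gene past the threshold in any of these 5 tests, and the largest count at an unadjusted p under 0.05 was 1411, in the slope on dose with no filter on low counts. Without the control and 30 µM libraries least correlated with the rest (control replicate 1 and 30 µM replicate 6), 0 genes passed in each test, and 162, 289 and 379 genes had an unadjusted p under 0.05 in the 3 contrasts. Single libraries moved the counts at an unadjusted p under 0.05 by over 1.5 times. Without 30 µM replicate 4 the counts were 490 in the F test, 986 at 30 µM against control, 697 at 30 µM against 10 µM and 1179 in the slope on dose, and without 30 µM replicate 5 the last 3 of these were 276, 170 and 348, and the count of the F test fell as well. At 10 µM against control the count was 224 without 10 µM replicate 6, 161 without control replicate 4 and 148 without 30 µM replicate 6. At 30 µM against control it was 346 without control replicate 1, and at 30 µM against 10 µM it was 521 without control replicate 1 and 197 without 30 µM replicate 6. When real counts of genes with a mean of at least 1 CPM were thinned to set known changes, 11.5% of genes lowered by 0.32 in log2, 51.8% of genes lowered 1.5-fold and 79.4% of genes lowered 2-fold were recovered at this spread.

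As none passed, the 3 genes with the smallest p of each contrast are named, and they are past no threshold after adjustment (adjusted p by edgeR 0.931 at 30 µM against control and 1.00 in the others). At 10 µM against control they were Micos10 (log2 fold change −0.35 ± 0.12, higher in 1 of 6 numbers), Gm29093 (0.80 ± 0.28, higher in 6 of 6) and Aph1c (0.69 ± 0.24, higher in 5 of 6), which overlaps a non-coding gene on the other strand. Gm29093 is a non-coding gene on chromosome 10 (80423799 to 80425624) that overlaps Abhd17a on the same strand and Scamp4 on the other, so its counts are uncertain. Mean values were near the floor of detection for Gm29093 (0.558 CPM in control, 0.973 CPM at 10 µM) and Aph1c (0.685 and 1.04 CPM). At 30 µM against control they were Senp8 (−0.40 ± 0.10, higher in 0 of 6), Rmnd5b (0.29 ± 0.074, higher in 6 of 6) and Spg11 (0.17 ± 0.049, higher in 6 of 6), each of which overlaps a coding gene on the other strand. At 30 µM against 10 µM they were 4732416N19Rik (−0.56 ± 0.16, higher in 0 of 6), which overlaps Ergic2 on the other strand, Radx (−0.64 ± 0.19, higher in 1 of 6) and 3830403N18Rik (−0.87 ± 0.26, higher in 0 of 6). The last had low mean values too (1.21 CPM at 10 µM, 0.667 CPM at 30 µM).

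Gene lists were tested for processes the study discusses. With camera's preset correlation, 2 of 15 pairs of list and contrast passed, and both were the extracellular matrix list (42 genes, Fn1 among them), higher at 30 µM than in control (adjusted p 0.0179, 33 genes higher and 9 lower, median log2 fold change 0.11) and than at 10 µM (adjusted p 0.0154). Neither call held under fry (0 of 15, smallest adjusted p 0.895) or with the correlation estimated from the data (0 of 15, smallest adjusted p 0.782). The mean log2 CPM of the list differed by 0.074 ± 0.085 (SE) between 30 µM and control, with the 30 µM library higher in 4 of 6 numbers (and in 5 of 6 against 10 µM, where the mean differed by 0.068 ± 0.061), and by two-sided exact permutation tests p was 0.424 against control and 0.271 against 10 µM (both 0.797 after adjustment). The camera call against control was also lost without control replicate 4 (adjusted p 0.0542), 5 (0.140) or 6 (0.223), or 30 µM replicate 2 (0.149), 3 (0.0960) or 6 (0.137). The call against 10 µM was lost without 30 µM replicate 2 (0.149) or 3 (0.0960), or 10 µM replicate 5 (0.238) or 6 (0.062). At 10 µM against control the adjusted p of this list was 0.897. Integrins and adhesion was higher at 30 µM than at 10 µM in 6 of 6 numbers (difference of the mean 0.058 ± 0.080, two-sided exact permutation p 0.474). The SEs and permutations of list means ignore replicate number. With replicate number as a block, camera with the preset correlation passed integrins and adhesion in that contrast, and both matrix calls held. The integrins call and the matrix call against 10 µM were lost when control replicate 1 and 30 µM replicate 6 were left out as well. With 10 µM replicate 6 also left out, the matrix call against control was lost and that against 10 µM held. With all libraries and no block, no list other than the matrix passed. Other lists did pass in some fits that left out libraries. In the order of 10 µM against control, 30 µM against control and 30 µM against 10 µM, the camera adjusted p was 0.161, 0.799 and 0.106 for integrins and adhesion (30 genes), 0.799, 0.799 and 0.968 for endosomal recycling (46 genes), 0.223, 0.6246 and 0.897 for pyrimidine metabolism (31 genes), and 0.189, 0.897 and 0.424 for cell cycle (40 genes).

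The labels give the libraries of each dose the numbers 1 to 6, and libraries of a number were compared with those of other numbers. In an additive model with dose, 1745 of 13865 genes (12.6%) differed by replicate number at an adjusted p under 0.05 by edgeR. The count was 3498 without control replicate 1 and 3271 without control replicate 6, and in the other fits that left out 1 library it was 1272 to 1659. The alternative that moved it most was limma voom with quality weights, with 5959 genes. The 5 genes with the smallest p were Igfbp3 (chromosome 11, 7156086 to 7164179), Upk3b (chromosome 5, 136067350 to 136075342), Mest (which overlaps Copg2 on the other strand), Hpgd and Vnn1, with adjusted p of 1.81e-10 to 3.24e-09. Igfbp3 had 178.6 ± 14.03 CPM in number 1 and 27.5 ± 1.89 CPM in number 6, and Upk3b had 5.26 ± 0.656 CPM in number 1 and 35.5 ± 2.20 CPM in number 5 (SD, n = 3 each). Each number holds 1 library of each dose, so a single number has no replicates of a dose. Without the 3 libraries with the most unaligned reads, a removal chosen after seeing the data, the first principal component of log2 CPM held 38.5% of the variance, of which replicate number explained 99.6% and dose 4.63%. With all libraries it held 36.7%, of which number explained 46.2% and dose 3.22%, and number explained 81.3% of the second component, which held 24.7%.

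**Figure D3:**
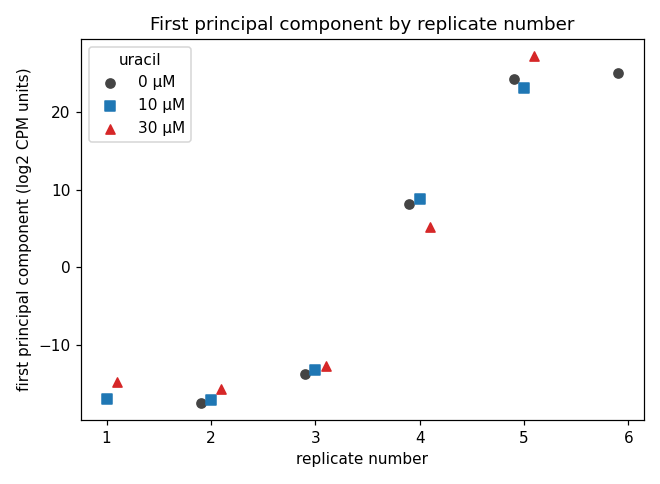
First principal component of log2 CPM (vertical axis) against replicate number (horizontal axis) in the 15 libraries other than control replicate 1, 10 µM replicate 6 and 30 µM replicate 6, 1 point per library, with symbols for the dose. Libraries numbered 1 to 3 lie between −17.4 and −12.7, those numbered 4 between 5.23 and 8.74, and those numbered 5 and 6 between 23.1 and 27.2.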

Values the study reported

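The study prepared 6 biological replicates of MEFs per uracil dose. It dropped 1 vehicle sample and 1 sample of the 30 µM arm because human RNA was found in them. Its plots of Fn1, Itga5 and Itgb1 reads therefore rest on 5 replicates for vehicle and 30 µM and on 6 for 10 µM, after 24 h of treatment, and their differences are marked as not statistically significant.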

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

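The test of genes in excess in both libraries, below, was chosen only after the result was seen.

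In each dose group the library farthest from the rest was compared with its group mates by Dixon's ratio of gap to range. Over 27 measures and 3 doses, 81 groups were tested, of which chance alone passes about 1 in 20, or 4.05 groups. Past the 95% critical value for 6 libraries were 26, all of them in control replicate 1 (10), 10 µM replicate 6 (6) or 30 µM replicate 6 (10). The measures come from the same libraries and are not independent.

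The measures of whole libraries stood apart as follows. Total gene counts were 7.39 M in 30 µM replicate 6, against 13.3 to 16.6 M in its group mates. The mean correlation with all other libraries was 0.953 in control replicate 1 (others 0.983 to 0.987), 0.978 in 10 µM replicate 6 (0.984 to 0.986) and 0.958 in 30 µM replicate 6 (0.982 to 0.986). The 10 most counted genes of a library held 12.2% of its counts in control replicate 1 (8.17% to 8.53%) and 14.7% in 30 µM replicate 6 (8.15% to 8.65%). Unaligned pairs were 54.2% in control replicate 1 (1.96% to 3.09%), 5.24% in 10 µM replicate 6 (1.72% to 2.46%) and 37.9% in 30 µM replicate 6 (2.13% to 3.59%). Pairs outside any gene were 13.3% in 10 µM replicate 6 (7.58% to 8.37%) and 15.6% in 30 µM replicate 6 (6.85% to 8.66%). Pairs that fit several genes were 0.504% in control replicate 1 (1.5% to 1.574%), 1.26% in 10 µM replicate 6 (1.54% to 1.62%) and 0.656% in 30 µM replicate 6 (1.44% to 1.64%). Pairs aligned to several places were 5.59% in control replicate 1 (17.4% to 19.9%), 13.9% in 10 µM replicate 6 (18.4% to 20.2%) and 6.46% in 30 µM replicate 6 (18.45% to 19.98%).

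Of the 19 genes named by the rule set beforehand, 5 stood apart in these libraries. The sex-linked genes described further below were not among the 19. Fn1 had 14770 CPM in control replicate 1 (others 6378 to 9341 CPM), 12900 CPM in 10 µM replicate 6 (6056 to 7217 CPM) and 15690 CPM in 30 µM replicate 6 (6336 to 7315 CPM). Itga5 had 492.1 CPM in control replicate 1 (134.6 to 227.6 CPM) and 500.3 CPM in 30 µM replicate 6 (139.9 to 201.0 CPM). Tfrc had 167.3 CPM in control replicate 1 (115.4 to 123.1 CPM) and 69.2 CPM in 30 µM replicate 6 (104.9 to 123.1 CPM), so these libraries lay on opposite sides. In control replicate 1, Senp8 had 12.9 CPM (8.58 to 10.1 CPM) and Spg11 53.1 CPM (58.3 to 60.8 CPM). The X-linked gene Xist, not tested here, was also high in these libraries. It had 475.1 CPM in control replicate 1, 374 CPM in 10 µM replicate 6 and 265.2 CPM in 30 µM replicate 6. In the other 15 libraries it had 57.1 to 150.4 CPM.

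The study left out 1 vehicle and 1 30 µM sample in which human RNA was found, and the labels do not say which libraries these were. Control replicate 1 and 30 µM replicate 6 are of these doses. Lower depth was argued against as the whole cause. Control replicate 2, thinned to 3966520 counts, near the total of control replicate 1, had a mean correlation of 0.979 with the other libraries (0.986 at full depth), against 0.953 in control replicate 1. The test of foreign RNA set beforehand was undecided. Across genes, the deviations of control replicate 1 and 30 µM replicate 6 from their group mates had a Pearson r of 0.343, and 9 of 89 other pairs of libraries of different groups and numbers were higher (−0.576 to 0.447). The highest was 10 µM replicate 1 with control replicate 2, which holds neither library. A high r can therefore arise without them, so this test cannot decide. Genes are not independent replicates. Over the 500 genes with the largest excess in control replicate 1, the median log2 deviation in 30 µM replicate 6 was 1.33, while it was −0.37 to 0.44 in the 15 libraries other than these and 10 µM replicate 6. Reads of foreign RNA that align to mouse genes are therefore a candidate explanation, on the same data that showed it, and the counts hold no sequence to test the organism. Why Tfrc went opposite ways in them was not tested. As the libraries belong to different doses and numbers, no biological explanation was tested.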

How the results depend on the processing

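The comparison of shares of genes with and without the replicate block, the permutations of dose within each number, and the settings that leave out the 3 libraries with the most unaligned reads or join the block to left-out libraries, were tests chosen only after the result was seen.

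The 5 tests of dose gave 0 genes at an adjusted p under 0.05 under every alternative. At an unadjusted p under 0.05 the counts ranged from 76 to 597 for the F test, 64 to 656 at 10 µM against control, 209 to 1089 at 30 µM against control, 144 to 1012 at 30 µM against 10 µM, and 284 to 1411 for the slope on dose. Gene by gene, the adjusted p of Fn1, Itga5, Itgb1, Upp1 and Tfrc was at least 0.616 in every alternative, so no call changed, and only signs did. The permutation p of the 3 study genes across doses, adjusted over these tests, was 0.715 to 0.961.

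Signs of the log2 fold changes near 0 reversed in several settings, and the cause was not tested beyond the libraries left out. Without control replicate 1 and 30 µM replicate 6, Fn1 at 10 µM was 0.057, Itga5 at 10 µM 0.029, and Itgb1 0.017 at 10 µM and 0.019 at 30 µM. Without the 3 libraries with the most unaligned reads Itgb1 was 0.014 and 0.015. With voom and quality weights Itga5 at 30 µM was 0.012, and Itgb1 was 0.018 at 10 µM and 0.047 at 30 µM. Without a filter on low counts Itga5 at 30 µM was 0.018 and Itgb1 at 10 µM 0.010, and with library totals alone Itgb1 at 10 µM was 0.0056. Fn1 has no value without the 10 most abundant genes, being one of them.

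In the 18 fits that each left out 1 library, Fn1 was −0.36 to 0.051 at 10 µM and −0.31 to 0.17 at 30 µM, Itga5 was −0.44 to 0.024 and −0.38 to 0.35, Itgb1 was −0.042 to 0.025 and −0.070 to −0.0018, and Upp1 was −0.22 to 0.25 and −0.044 to 0.38. In the 36 fits that left out 1 control and 1 30 µM library, Fn1 was −0.24 to 0.057 and −0.39 to 0.24, Itga5 was −0.44 to 0.029 and −0.50 to 0.46, Itgb1 was −0.049 to 0.017 and −0.10 to 0.019, and Upp1, which passed the filter in 35 of them, was −0.18 to 0.25 and −0.21 to 0.50.

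The 2 list calls, both of the extracellular matrix, fell to 0 with fry and 0 with an estimated correlation, with 0 pairs of list and contrast at an unadjusted p under 0.05 in either. The adjusted p of this list was then 0.895 and 0.782 in both contrasts. These settings use the correlation between genes in these data. Without the 3 libraries with the most unaligned reads, 5 of 15 passed. The matrix list has 3 contrasts, so other lists were among these calls. Fits without 1 library gave 0 to 4 calls, with adjusted p of 0.000703 to 0.223 for this list against control and 0.000621 to 0.238 against 10 µM. Fits without a pair gave 0 to 4 calls, with 5.81e-05 to 0.481 and 0.000298 to 0.201.

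The count of genes that differed by replicate number, 1745 with all libraries, was 2989 with DESeq2 (1721 genes shared), 5959 with voom and quality weights (1740 shared), 3287 without control replicate 1 and 30 µM replicate 6 (1714 shared) and 2890 without the 3 libraries (1565 shared). It was 1272 (without control replicate 5) to 3498 (without control replicate 1) in fits without 1 library and 888 to 3287 in fits without a pair. Of 49 other results, 43 changed under no alternative and 6 changed, 4 of them stronger and 2 reversed (Upp1 at either dose).

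Replicate numbers were checked as a possible pairing. Of 18 pairs of libraries with the same number, 16 had deviations correlated over 0.1 (lowest −0.101, median 0.404), against 27 of 90 pairs with different numbers. Both pairs at or under 0.1 hold control replicate 1, and all 6 pairs of 10 µM with 30 µM passed. Without control replicate 1 and 30 µM replicate 6, 12 of 14 pairs passed (lowest 0.00398). As not every pair passed and the labels do not say what a number stands for, the numbers were not treated as pairing in the main fits. Spread between numbers therefore counts as error in their SEs, intervals and p-values. The common dispersion was 0.032 in the main fit and 0.0178 with replicate number as a block. With the replicate block, 0 genes passed in each dose test, with 386 genes at an unadjusted p under 0.05 in the F test, 161 at 10 µM against control, 937 at 30 µM against control, 588 at 30 µM against 10 µM and 1254 in the slope on dose. Of 100 arrangements that permuted the doses within each number, the real one included, 28, 72, 11, 23 and 7 gave as many in the same order. Upp1 at 10 µM was then 0.031, and 3 list calls passed with camera's preset correlation: the extracellular matrix at 30 µM, with a smaller adjusted p against control (0.00202) and against 10 µM (0.00224) than without the block, and integrins and adhesion at 30 µM against 10 µM (0.0476). With the block and without control replicate 1 and 30 µM replicate 6, Fn1 was 0.047 at 10 µM and 0.017 at 30 µM, Itga5 0.034 and 0.031, Itgb1 0.0069 and 0.0055, and Upp1 0.047 at 10 µM, while 1 list call passed, the extracellular matrix against control (0.0418), and the same list against 10 µM had an adjusted p of 0.0653. Leaving out 10 µM replicate 6 too gave 2.38e-05 for Itgb1 at 10 µM and 3 list calls, with adjusted p of 0.233 for the matrix list against control and 0.00468 against 10 µM.

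The share of genes at an unadjusted p under 0.05 lay under 5% in the 3 contrasts, and the spread between numbers and odd libraries, counted as error, is a candidate explanation. With the block and without control replicate 1 and 30 µM replicate 6, the common dispersion fell from 0.0320 to 0.00553. The share rose from 0.692% to 1.99% at 10 µM against control and from 2.33% to 4.06% at 30 µM against 10 µM, but fell from 4.29% to 2.69% at 30 µM against control. With the block alone the shares were 1.16%, 4.24% and 6.76% in the same order, so at 30 µM against control the block raised the share and leaving out the pair lowered it, and the explanation stays open there. On thinned data 1.5-fold changes were recovered for 73.4% of genes in that fit, against 61.3% with the block alone and 51.8% with all libraries and no block.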

Other observations

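The tests of 10 µM replicate 6, of the order of the numbers, of the Y-linked genes, of the extracellular matrix list, of doses permuted within each number, and of replicate number without the 3 libraries or in splits without the pair were chosen only after the result was seen.

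Other splits of the libraries into groups of 6 were compared with the real split by dose, using all 18 libraries for the F test and the slope and the libraries of both doses for each contrast. As the real split gave 0 genes past the threshold, 100 of 100 splits gave as many in each of the 5 tests, which holds for any split and tells nothing. At an unadjusted p under 0.05, 64 of 100 splits gave as many genes as the 212 of the F test, 93 as many as the 96 at 10 µM against control, 51 as many as the 595 at 30 µM against control, 64 as many as the 323 at 30 µM against 10 µM, and 22 as many as the 757 of the slope on dose. The real split balances the doses over the replicate numbers, and these splits do not. When the doses were permuted within each number, in the same fit, 44, 81, 13, 34 and 9 of 100 splits gave as many in the same order. The median count was then 179.5 in the F test and 153.5 in the slope, against 300.5 and 320 in the first splits. Splits within numbers never put 10 µM replicate 6 and 30 µM replicate 6 in 1 group, so spread between numbers and these libraries cannot be told apart as the cause of the difference. At an adjusted p under 0.05, 5 of the first splits put control replicate 1, 10 µM replicate 6 and 30 µM replicate 6 in 1 group, and 1 of them gave 1911 genes in the F test and 1885 in the slope while the other 4 gave 0. A split with no 2 of these libraries together gave 130 in the F test.

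10 µM replicate 6 belongs to the dose from which the study dropped no sample, yet it had more unaligned reads than its group mates. Over the 500 genes in excess in control replicate 1, its median log2 deviation was 1.06, against 1.33 in 30 µM replicate 6. A lower share of the same foreign RNA may explain the library, and its unaligned share was lower too (5.24% against 37.9%). Xist went the other way, with 374 CPM against 265.2 CPM in 30 µM replicate 6. The median log2 deviation over the 500 genes also fell far less than the unaligned share did. A lower share alone does not account for these values, but 10 µM replicate 6 is a single library, so the explanation stays open. A difference that goes with number 6 cannot be told apart from foreign RNA. Control replicate 6 had 0.019 over the same genes and 97.5 CPM of Xist, but it is a single library. The deviations of 10 µM replicate 6 and 30 µM replicate 6 had a Pearson r of 0.706 across genes, the highest of the pairs with the same number. No biological explanation was tested.

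Replicate number separated 1745 genes. GC content, transcript length, depth and the odd libraries were argued against as the whole cause. After a spline on GC content was removed from each library the count was 2083, and 1850 after one on length (99.4% of genes had a value). After the 16 libraries were thinned to 11600038 counts it was 2935, against 3287 before, and without the 3 libraries it was 2890. Of 100 splits of the libraries into numbers, 3 gave as many genes, the real one included. The other 2, with 2539 and 1998 genes, put control replicate 1, 10 µM replicate 6 and 30 µM replicate 6 under a single number, and the next had 248. Without control replicate 1 and 30 µM replicate 6, 1 of 100 splits, the real one, gave 3287, and the next had 111.

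The change went with the order of the numbers. In the 15 libraries without the 3, a straight line over the numbers held a median of 70.8% of the difference between numbers over 2890 genes, and 2 of 720 orders gave as much (the reverse order gives the same value, and the median order 9.64%). Of these genes 1378 rose and 1512 fell. The plot of the first component shows no steady rise: numbers 1 to 3 lie together and numbers 4 to 6 apart. A gradual change along the order is in line with the test, which does not separate it from a step. A shared batch, day, passage or preparation might produce either, the labels do not say which the numbers record, and no biological explanation was tested.

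Y-linked genes showed this pattern. Ddx3y had mean values of 18.5, 18.5, 17.5, 7.79, 2.71 and 3.11 CPM in numbers 1 to 6 of the 15 libraries, a 6.83-fold range, and its log2 slope per number was −0.65 (edgeR adjusted p 0.00126). Eif2s3y (−0.51), Kdm5d (−0.50) and Uty (−0.54) fell too, with a median of −0.52 over the 4, while Erdr1y did not (0.081). These genes were singled out after their values were seen, and 3252 of 13888 genes had a slope at an adjusted p under 0.05. Preparations of a single sex were argued against: the smallest count of Xist in any library was 764 and the lowest count of the 4 Y-linked genes was 5, so both kinds of transcript were present throughout. The 5 counts were in 30 µM replicate 6, and the lowest in the 15 libraries was 10, so some of these counts are few. The presence of both does not exclude preparations that differ in their share of male and female cells. Reads shared with X-linked relatives were argued against by a median slope of 0.032 in those relatives. Depth was argued against by −0.54 after thinning, and GC content and length by −0.49 after splines. A rising share of female cells and a loss of the Y chromosome in part of the cells cannot be told apart here. The slope of Xist in the 15 libraries was −0.0025 (SE 0.061), with values of 57.1 to 150.4 CPM. The 3 libraries left out had higher values, from 265.2 to 475.1 CPM. How far Xist would rise with a share of female cells depends on the share at the start, which is not known. A changed mixture of cells may underlie the pattern, as a hypothesis. The numbers are in no group of the design, so no biological explanation was tested further.

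The extracellular matrix list was higher at 30 µM by the camera test with a preset correlation. Chance is left open by the exact permutation p of 0.424 (two-sided), which ignores replicate number. With the replicate block and all libraries both camera calls of this list held at smaller adjusted p, but still with the preset correlation. In each fit that joined the block to left-out libraries, 1 of these calls was lost. After splines on GC content and length the difference of the list mean was 0.040 (SE 0.087), against 0.074 (SE 0.085) before, and without control replicate 1 and 30 µM replicate 6 it was 0.10 (SE 0.093). All of these lie within 2 SE of 0 and of each other, by SEs that ignore replicate number. These technical sources therefore cannot be told apart from an effect of uracil. An effect of uracil on matrix transcripts stays open and untested beyond this list.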
